A study of Mus musculus with 12 samples. Its data were reported in "Astrocyte deletion of α2-Na/K ATPase triggers episodic motor paralysis in mice via a metabolic pathway" (2020).

How the data were processed

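RNA sequencing libraries from the livers of 12 C57BL/6 mice were compared. 6 mice were germ-free (GF), raised without microbes, and 6 were conventionalized (CV), that is, littermates moved after weaning on day 21 to cages with used bedding, which carries microbes, for 3 weeks. The mice were 6 weeks old, and each condition held 3 males and 3 females according to the labels, one library per mouse. Groups and replicate numbers were taken from the sample titles. The paper named as the source of the series describes a brain experiment in another mouse line, and it describes no RNA sequencing of liver and no germ-free mice, so no method or value was taken from it.

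Per the labels, stranded poly(A)-selected libraries were sequenced on an Illumina HiSeq instrument. The aligner, the counting program, the genome build and the annotation were not stated. The deposited unit is a normalized expression signal per gene: the authors divided each library's gene counts by 1 size factor. This was read from the values themselves. In every library 100% of the values were whole multiples of the value of 1 read, within 0.01 reads. The inverse of that step equalled the DESeq2 median-of-ratios size factor recomputed over the 12512 genes with reads in all 12 libraries. The whole reads of each library could therefore be recovered. The table held 41128 Ensembl genes, of which 23337 had a symbol in the table, and genes with identifiers above ENSMUSG00000102132 were not analysed here. GENCODE mouse release 21 on build GRCm38 listed 40254 of the identifiers (97.9%) and gave the missing names, the coordinates, the gene types and the transcript lengths. These coordinates belong to that annotation and not necessarily to the build the authors used.

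Recovered reads per library ranged from 5993619 to 15290835. Intervals on read shares are 95% Wilson intervals, and an absent signal allows up to 3 reads. Both cover counting error only, since reads without molecular identifiers are not independent molecules.

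The tests of genes and gene sets had been fixed before the data were examined, on the assumption that the values were counts. Because they were not, the fallback written at that time was used: limma on log2 values with the same samples and contrasts. It was run on log2(value + 1), with genes of mean deposited value of at least 10 (11782 genes) and 1 mean per group of condition and sex. A variance trend entered the empirical Bayes step, and Benjamini-Hochberg adjustment was used with a threshold of 0.05. The pseudocount, the minimum mean value and the variance trend had not been written in the fallback. All 12 libraries entered 1 fit. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Contrasts were CV minus GF averaged over the sexes, in males and in females, their difference (interaction), and male minus female over both conditions and in each condition. Gene sets written from general knowledge before the data were examined were tested with camera at a preset correlation of 0.01, and with fry. They were bile acid synthesis and transport, aryl hydrocarbon receptor targets, CAR and PXR targets, acute phase response, interferon response, MHC class II, cholesterol synthesis, lipogenesis, PPARA targets, circadian clock, and male-biased and female-biased liver genes. Lists of hepatocytes, blood, lymphocytes, myeloid cells, adipose tissue, exocrine pancreas, and gallbladder and bile duct served as candidate sources of RNA. Principal components used the 500 most variable genes. They and the gene set tests had been planned on log2 CPM values and used log2(value + 1) instead.

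Genes were named by a rule fixed before the data were examined. For the condition effect over both sexes, these were the 5 smallest adjusted p-values in each direction among genes in which every CV library lay on the same side of every GF library of its own labelled sex. For each sex, these were the 3 smallest in each direction without overlap of the libraries. For the sex difference, these were the 3 smallest in each direction outside the sex chromosome markers. A gene that this rule selected is not reported here. Predicted genes without an established symbol were counted and not named. Members of the gene sets could also be named.

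Each result was recomputed under the alternatives that applied to it, from 29 settings listed beforehand and 16 added later. Those listed beforehand included edgeR with other factors and filters and DESeq2 on the recovered reads, voom, another threshold, each library left out in turn, and the replicate number as a block. Chosen after the data were seen were the other pseudocounts, the other minimum mean values and the other scalings of the limma test. So were TMM factors for the gene sets on log2 CPM values, a scale that had been planned for them. Later additions were principal components without the 9 abundant loci and the mitochondrial genes, and a read share as covariate. The removal of a per-library loess trend on transcript length and GC content was added too. Every library was also thinned to about the same number of reads outside the 9 loci. The replicate block combined with trend removal or with thinning was added for the sex difference in CV livers. The quasi-likelihood test of edgeR with TMM factors, which had been the planned test for counts, was also run as an added alternative. The covariate with the mitochondrial ribosomal RNA share was added once the result with the share of the 9 abundant loci was known. Replicate numbers were checked for pairing through the correlation of deviations from the group means. Between conditions the 6 same-numbered pairs gave correlations from -0.228 to 0.0188, so the numbers did not pair the libraries. Between the sexes the 3 CV pairs gave 0.193, 0.118 and 0.173, all above the limit of 0.1 set for pairing, while the GF pairs gave 0.0593, 0.403 and 0.0682. Where the pairing in the CV libraries would come from is not given by the labels.

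The limma and edgeR steps were tested on simulated counts in which 200 genes changed by 2-fold or 4-fold. Of these, limma recovered 75.5% over both sexes among 11612 genes tested, all in the right direction, and called 14 unchanged genes. It recovered 47.0% in males and 50.5% in females. edgeR recovered 78.5% over both sexes among 11811 genes, 50.0% in males and 52.0% in females. Apart from the 200 changed genes, all simulated libraries had the same gene proportions. The simulation therefore does not cover errors under a read composition that differs between conditions. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. No library was left out of the fit.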

Results

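To ask how colonization by microbes after weaning relates to gene expression in the liver, RNA sequencing libraries from germ-free (GF) mice and from conventionalized (CV) littermates were compared in both sexes. Each of the 4 groups of condition and labelled sex held 3 mice. Values are the deposited size-factor-normalized read counts per gene. Recovered reads averaged 7211612 ± 1976918 (SD, n = 6) in GF libraries and 11809689 ± 2786158 (SD, n = 6) in CV libraries. Each of the 66 pairs of libraries differed by more than counting noise outside 9 abundant loci, with a chi-square per degree of freedom of at least 13.4, so no pair was the same library.

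The composition of the libraries differed between conditions. 9 abundant loci took a large part of the reads. They comprised both mitochondrial ribosomal RNA genes (mt-Rnr1 and mt-Rnr2), Lars2, Mir6236 and 5 predicted genes, and they were chosen after their values had been seen. These loci held 55.6% ± 12.1 (SD, n = 6) of the reads in GF libraries and 11.7% ± 7.86 (SD, n = 6) in CV libraries. The lowest GF share was 42.1% (95% Wilson interval 42.1 to 42.2%) and the highest CV share was 22.04% (interval 22.01 to 22.06%). The mitochondrial ribosomal RNA genes alone, which the annotation defines, held 12.6% ± 2.85 (SD, n = 6) of GF reads and 3.12% ± 2.32 (SD, n = 6) of CV reads. An exact two-sided permutation test that exchanged the conditions within each sex gave p = 0.005 for the latter difference, the smallest value that its 400 relabellings allow. Of 3 such exact tests, those of the 9-loci share and of the number of reads outside the 9 loci also gave 0.005. The tests that use the 9 loci were set after these loci had been chosen from the data. The Benjamini-Hochberg adjusted value of each of the 3 tests was 0.005. All 6 GF libraries lay on the same side of all 6 CV libraries in these measures. Reads outside the 9 loci ranged from 1811042 to 5262722 in GF libraries and from 6931429 to 14403918 in CV libraries. The lower depth of the GF libraries makes their low values less precise. No label gives a batch, a date or an RNA quality value, so the composition and the condition cannot be separated by batch.

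**Figure D1:**
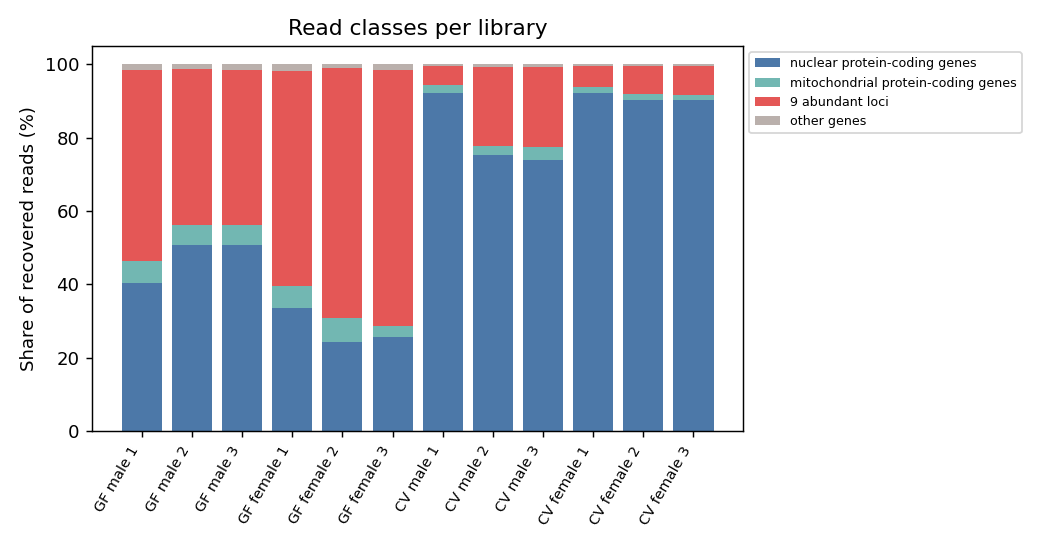
Share of recovered reads (%, vertical axis) on 4 classes of genes in each of the 12 libraries (horizontal axis, labelled group and number), as stacked bars without error. The 9 abundant loci hold 42.1% or more of the reads in every GF library and 22.04% or less in every CV library.

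The sex labels were then compared with sex chromosome markers. Xist, which is transcribed from the inactive X chromosome of females, ranged from 1045 to 11928 in the libraries labelled female. It was 21.3 or lower in 5 of the 6 libraries labelled male. The library labelled CV male 3 had an Xist value of 2382. The 4 Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty had from 796 to 1314 reads in sum in the other 5 libraries labelled male. The library labelled CV male 3 had 0 reads of them among 8890529 reads, which allows a share of up to 3.37e-05%. Libraries labelled female had at most 1 such read. The library was kept under its label, and the main results on males or on sex are also given without it.

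**Figure D2:**
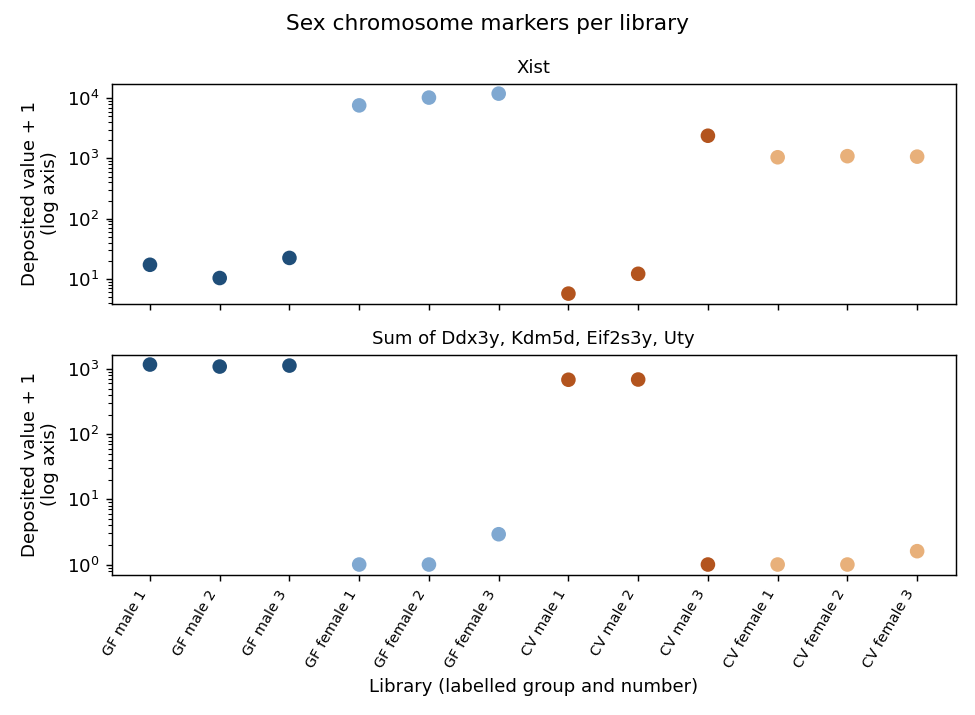
Deposited value plus 1 (log axis) of Xist and of the summed Y-linked markers in each of the 12 libraries, 1 point per library. The library labelled CV male 3 has an Xist value of 2382 and 0 reads of the Y-linked markers.

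In a principal component analysis of the 500 most variable genes, component 1 held 54.2% of the variance and component 2 held 31.2%. Condition accounted for 91.0% of the spread of the libraries along component 1. Labelled sex accounted for 75.1% of the spread along component 2, and for 99.1% without the library labelled CV male 3. Along component 1, the library labelled CV male 2 lay at 9.32 and the library labelled CV male 3 at 19.3, against 32.8 to 38.1 for the other 4 CV libraries. Spearman correlations across genes ranged from 0.893 to 0.987 within groups and from 0.703 to 0.969 between groups.

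**Figure D3:**
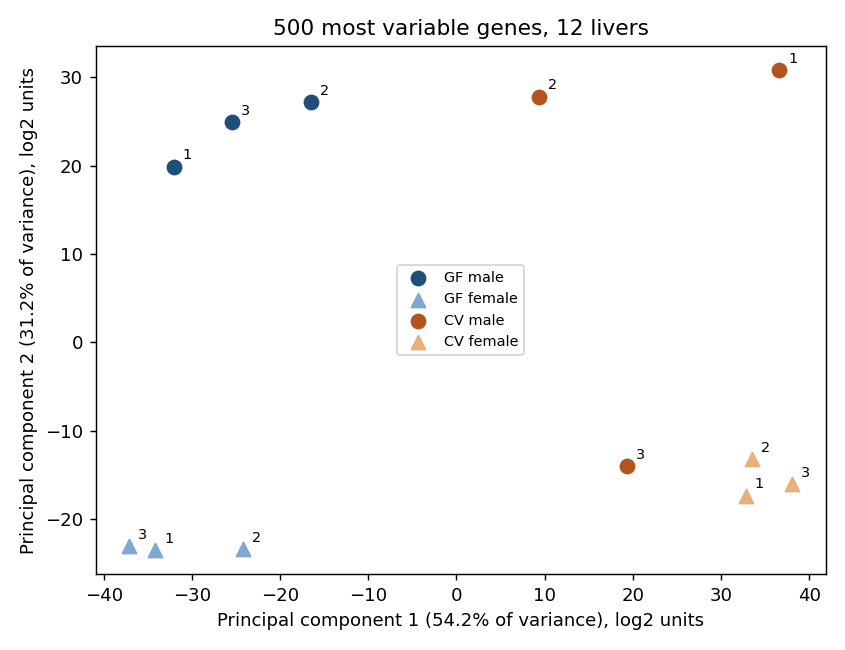
Scores of the 12 libraries on principal components 1 and 2 (log2 units) of the 500 most variable genes, 1 point per library with its replicate number. GF and CV libraries lie apart on component 1, and the library labelled CV male 3 lies at -14.0 on component 2 among the libraries labelled female.

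Averaged over the sexes, 7194 of 11782 genes differed between CV and GF livers at an adjusted p-value under 0.05 in limma, with 3807 higher and 3387 lower in CV. The alternative that moved this count most was a fit with the share of the 9 abundant loci as a covariate. It called 12 genes, of which 10 were among the 7194 in the same direction. Of the variance of that share, 87.4% lay between the groups. With the annotation-defined mitochondrial ribosomal RNA share in its place, of which 85.2% lay between the groups, 139 genes were called. The edgeR quasi-likelihood test on the recovered reads called 7634 of 12555 genes. The direction of the calls depended on the scaling. Scaled to all reads, 5926 genes were higher and 1615 lower, and the median log2 change of all genes moved from 0.07 to 0.62. Scaled to the reads outside the 9 loci, 2095 were higher and 4900 lower, with a median of -0.39. Directions below are relative to the deposited scaling.

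The 5 genes with the smallest adjusted p-values among those higher in CV livers were Apoa4, Csad, Dio1, Ppp1ca and Dhrs4. Apoa4 (ENSMUSG00000032080, chromosome 9, 46240696 to 46243459) changed by 4.59 ± 0.30 (log2, SE; limma adjusted p = 1.78e-07). Its mean value was 63.4 ± 30.9 (SD, n = 3) in GF males and 976 ± 112 (SD, n = 3) in CV males, and 72.1 ± 35.3 (SD, n = 3) in GF females and 2516 ± 1170 (SD, n = 3) in CV females. Csad (ENSMUSG00000023044, chromosome 15, 102176999 to 102204724) changed by 2.83 ± 0.20 (adjusted p = 2.05e-07). Dio1 (ENSMUSG00000034785, chromosome 4, 107291465 to 107307169) changed by 2.61 ± 0.18 (adjusted p = 2.05e-07). Ppp1ca (ENSMUSG00000040385, chromosome 19, 4192065 to 4195420) changed by 2.56 ± 0.20 and Dhrs4 (ENSMUSG00000022210, chromosome 14, 55478758 to 55490340) by 2.18 ± 0.17, both with an adjusted p of 3.26e-07. Each of the 6 CV libraries lay above the 3 GF libraries of its labelled sex in these genes. Csad overlaps Zfp740 and Ppp1ca overlaps Rad9a on the opposite strand. Whether the counting used the strand is not stated, which leaves these genes uncertain.

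Among genes lower in CV livers, the 5 smallest adjusted p-values were those of Neb, Zc3h7a, Kcnq1ot1, Zfp950 and Nktr. Neb (ENSMUSG00000026950, chromosome 2, 52136647 to 52378474) changed by -3.90 ± 0.24 (log2, SE; limma adjusted p = 1.62e-07). Its mean value was 2502 ± 1323 (SD, n = 3) in GF males and 257 ± 48.8 (SD, n = 3) in CV males, and 3002 ± 881 (SD, n = 3) in GF females and 115 ± 13.9 (SD, n = 3) in CV females. Zc3h7a (ENSMUSG00000037965, chromosome 16, 11136592 to 11176393) changed by -2.71 ± 0.18 (adjusted p = 1.78e-07). Kcnq1ot1 (ENSMUSG00000101609, chromosome 7, 143203458 to 143296549), a noncoding antisense gene, changed by -3.86 ± 0.27 (adjusted p = 2.03e-07). Zfp950 (ENSMUSG00000074733, chromosome 19, 61053840 to 61140840) changed by -2.59 ± 0.18 (adjusted p = 2.03e-07) and Nktr (ENSMUSG00000032525, chromosome 9, 121719169 to 121756843) by -2.68 ± 0.19 (adjusted p = 2.05e-07). All 6 CV libraries lay below the GF libraries of their labelled sex. Zc3h7a overlaps 1 of the 9 abundant loci, Kcnq1ot1 is antisense to other annotated genes and Zfp950 overlaps Grk5, so their counts are uncertain. Neb overlaps 3 annotated genes, 1 of them on the same strand and 0 of them tested, so its count is uncertain too. With the share of the 9 abundant loci as covariate, 0 of these 10 named genes had an adjusted p-value under 0.05 in limma, and with the mitochondrial ribosomal RNA share 9 had, Ppp1ca being the exception. The changes kept their direction but were smaller under the first covariate, with standard errors from 1.67 to 2.82 times as large. They were 4.30 for Apoa4, -3.55 for Neb, 2.12 for Dio1, 2.04 for Csad, -1.93 for Zc3h7a, -1.83 for Zfp950, -1.82 for Kcnq1ot1, -1.58 for Nktr, 1.56 for Ppp1ca and 1.46 for Dhrs4. With the trend on transcript length and GC content removed, Kcnq1ot1 changed by -0.86, Nktr by -1.56 and Neb by -2.28.

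In males, 3474 genes differed between CV and GF livers (1660 higher and 1814 lower in CV), and 2974 without the library labelled CV male 3. The count was 1604 without the library labelled GF male 1, 2135 without GF male 3 and 2183 without CV male 1. The smallest adjusted p-values among genes higher in CV males were those of Apoa4, with a log2 change of 4.06 ± 0.43 (SE; limma adjusted p = 1.27e-04), Dio1 (2.12 ± 0.26) and Csad (2.28 ± 0.29). Noct (ENSMUSG00000023087, chromosome 3, 51224447 to 51251644) changed by -2.80 ± 0.27 (adjusted p = 5.68e-05). Neb changed by -3.15 ± 0.34, and Pfkfb3 (ENSMUSG00000026773, chromosome 2, 11471433 to 11554077) by -2.33 ± 0.27. Without the library labelled CV male 3, the changes of Apoa4 and Noct were 4.16 and -2.73, and those of Dio1, Csad, Neb and Pfkfb3 were 2.11, 2.50, -3.04 and -2.14, with adjusted p-values from 3.43e-04 to 9.07e-04 in limma. In each gene named for a sex, the 3 CV libraries lay beyond the range of the 3 GF libraries of that labelled sex. In females, 6572 genes differed (3512 higher and 3060 lower in CV). Apoa4 changed by 5.12 ± 0.43 (limma adjusted p = 2.83e-06), Retsat (ENSMUSG00000056666, chromosome 6, 72598475 to 72608425) by 4.41 ± 0.38 and Csad by 3.37 ± 0.29. Neb changed by -4.66 ± 0.34, Kcnq1ot1 by -4.61 ± 0.37 (-0.92 with the length and GC trend removed) and Nktr by -3.32 ± 0.27. The 3 CV and 3 GF libraries did not overlap in 43.0% of the genes in males and in 64.9% in females, where chance gives 10%. Without the library labelled CV male 3 the share in males was 50.7%, where chance gives 20%.

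The difference between the sexes in the condition effect was tested as an interaction. At an adjusted p-value under 0.05, 0 genes were called, while 1382 of 11782 genes (11.7%) had an unadjusted p under 0.05. Without the library labelled CV male 1, 291 genes were called, and 4 without the library labelled CV male 3. Across genes, which are not independent replicates, the log2 changes of males and females had a Pearson correlation of 0.865, and 86.1% had the same sign. No library was shared between these contrasts. The least-squares slope of male on female changes was 0.58. Without the library labelled CV male 3 the correlation was 0.876 and the slope 0.62.

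**Figure D4:**
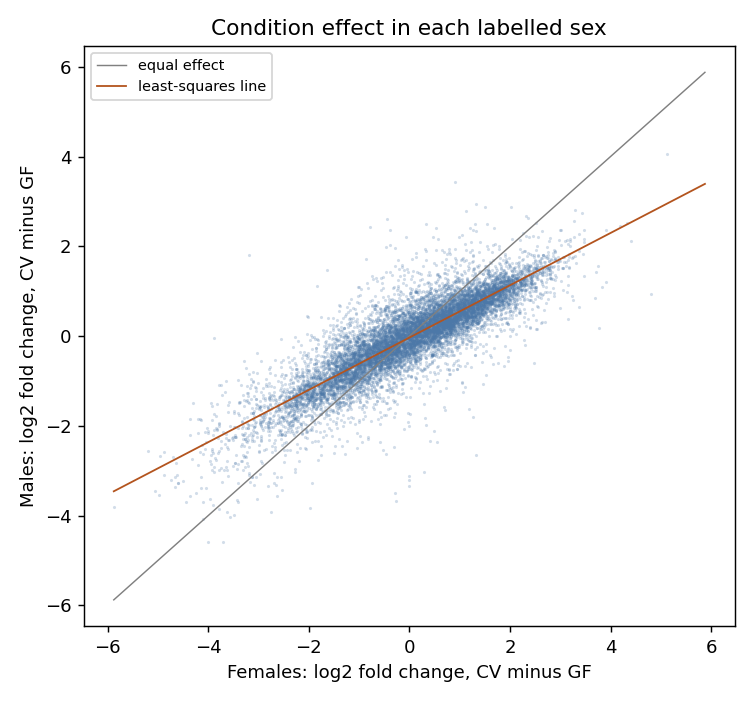
Log2 fold change of CV minus GF in males (vertical axis) against females (horizontal axis), 1 point for each of 11782 genes, with the least-squares line (slope 0.58) and the line of equal effect. The changes had a Pearson correlation of 0.865.

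Over both conditions, 137 genes differed between labelled males and females (86 higher and 51 lower in males), and 203 without the library labelled CV male 3. With the replicate block the count was 355. In GF livers 192 genes differed and in CV livers 7. The GF count was 49 without the library labelled GF male 2, 716 without GF female 2 and 270 without the library labelled CV male 3. It was 1393 when values were scaled to all reads. Without the library labelled CV male 3 the CV count was 77, and with the replicate block, in which the 3 CV pairs varied together, it was 24. The genes with the smallest adjusted p-values that were higher in males belonged to the major urinary protein family. Mup18 (ENSMUSG00000078674, chromosome 4, 61670177 to 61674136) changed by 4.65 ± 0.31 (log2, SE; limma adjusted p = 4.63e-07), Mup17 (ENSMUSG00000096688, chromosome 4, 61591929 to 61595871) by 6.22 ± 0.44 and Mup16 (ENSMUSG00000078675, chromosome 4, 61515592 to 61519531) by 4.44 ± 0.32. These genes have near-identical copies, so their separate values are uncertain. Cux2 (ENSMUSG00000042589, chromosome 5, 121856366 to 122050102) changed by -5.01 ± 0.66 (adjusted p = 6.65e-04) and Cyp3a44 (ENSMUSG00000054417, chromosome 5, 145773983 to 145805874), which also has close paralogs, by -5.61 ± 0.77. The Mup genes were higher in each of the 6 libraries labelled male than in any labelled female. Cux2 and Cyp3a44 were lower in 5 of the 6 libraries labelled male than in any labelled female, the exception being the library labelled CV male 3. Without that library, the change of Cux2 was -5.83 and that of Cyp3a44 was -6.59. Those of Mup18, Mup17 and Mup16 were 4.61, 6.52 and 4.71.

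Of the 12 gene sets fixed before the data were examined, 6 differed between conditions over both sexes in camera at an adjusted p-value under 0.05, all higher in CV. They were PPARA targets (camera adjusted p = 2.44e-06, median log2 change 1.31), acute phase response (5.65e-06, median 1.43), cholesterol synthesis (4.14e-05, median 1.28), CAR and PXR targets (0.0169, median 0.93), lipogenesis (0.0333, median 0.75) and female-biased liver genes (0.0333, median 1.31). The median over all genes was 0.07. In fry, 5 of these 6 held and the female-biased genes did not (adjusted p = 0.118). The camera result of the female-biased genes was 0.00133 in males and 0.256 in females. Without the library labelled CV male 3 their adjusted p was 0.182 over both sexes and 0.981 in males, and it was 0.0682 over both sexes without GF male 2. Over all alternatives it ranged from 1.78e-09 to 0.644 over both sexes. In fry, 8 of the 12 sets passed, among them bile acid synthesis and transport, aryl hydrocarbon receptor targets and MHC class II. With the correlation estimated from the data, 0 of the 12 sets held. With the share of the 9 abundant loci as a covariate, cholesterol synthesis, CAR and PXR targets and lipogenesis no longer passed, while bile acid synthesis and transport, interferon response, MHC class II and male-biased genes did. The medians of the 6 sets were above 0 under each of the 4 scalings compared. Of the 25 PPARA targets tested, 22 were called higher and 0 lower, and 22 when adjusted over the list alone. Of the 26 acute phase genes, 22 were called higher, and 23 adjusted over the list alone. Of the 25 cholesterol synthesis genes, 20 were called higher, and 20 adjusted over the list alone. Of 23 CAR and PXR targets, 13 were called, and 13 adjusted over the list alone. Of 20 lipogenesis genes, 11 were called higher and 2 lower, and 14 adjusted over the list alone. Of 25 female-biased genes, 9 were called, and 9 adjusted over the list alone.

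The other 6 sets did not differ over both sexes in camera. In males alone MHC class II passed (camera adjusted p = 0.0470), but not without the library labelled CV male 3 (0.207). Bile acid synthesis and transport had an adjusted p of 0.138 (median 0.51), with 9 of 19 genes called higher and 3 lower, and 12 adjusted over the list alone. MHC class II had 0.138 (median 0.85), with 5 of 8 genes called higher and 1 lower, and 7 adjusted over the list alone. Aryl hydrocarbon receptor targets had 0.278 (median 0.81), with 4 of 6 genes called higher and 1 lower, and 5 adjusted over the list alone. Interferon response had 0.278 (median 0.25, and -0.21 when scaled to reads outside the 9 loci), with 11 of 28 genes called higher and 2 lower, and 13 adjusted over the list alone. Circadian clock had 0.912 (median 0.28, and -0.19 with that scaling), with 6 of 18 genes called higher and 6 lower, and 12 adjusted over the list alone. Male-biased liver genes had 0.934 (median -0.02, and 0.52 when scaled to all reads), with 3 of 26 genes called higher and 4 lower, and 6 adjusted over the list alone.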

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

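The tests of explanations in this part were chosen after the results were seen. Across 28 measures, each in a group of 6 libraries, 4 had a library far from the others, where chance gives about 1 in 20. Mitochondrial genes with a mean value under 10 were left out of these measures after some of them had shown such libraries on 0 to 2 reads.

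The Xist value of the library labelled CV male 3 stood apart from those of the other libraries labelled male, with a gap of 0.993 of their range. Its score on principal component 2 also stood apart (gap of 0.756 of the range). With 0 of 756 Y-linked reads that a male at its depth would have, at most 0.397% of its RNA could be that of a male, which argues against a mixture of male and female RNA. A swap with a female-labelled library of these 12 is not borne out, since 0 of them had over 3 Y-linked reads. Of 23 male-biased autosomal genes that parted the other CV groups, 21 were nearer to the CV females, and so were 20 of 20 female-biased genes. The Mup genes went the other way. In the library labelled CV male 3 the value of Mup18 was 2193 (CV females 44.6 to 213), that of Mup17 was 6960 (109 to 942) and that of Mup16 was 436 (33.6 to 118). A candidate explanation is a female mouse under a male label, with an Xist value of 2382, which leaves these Mup values unexplained. No label allows a check of whether or where the label went wrong.

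The sum of the Y-linked markers in the library labelled GF female 3 stood apart from the other female libraries, with a gap of 0.686 of the range. The value rested on 1 read, below the limit of 3 reads, and the library labelled CV female 3 also had 1. No biological explanation was tested.

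The total of the library labelled GF male 1, at 10975691 reads, stood apart from the other GF libraries (gap of 0.630 of their range). It had the largest depth of the GF libraries outside the 9 abundant loci as well. No explanation was tested.

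The condition effect differed between males and females in 5 gene sets by camera on the interaction. They were the acute phase response (adjusted p = 1.48e-05), male-biased liver genes (1.84e-05), cholesterol synthesis (0.0143), circadian clock (0.0146) and PPARA targets (0.0213). None held in fry, in which the lowest adjusted p was 0.642, or with an estimated correlation, at 0.776 for each. Over all 20 alternatives the adjusted p ranged from 6.74e-09 to 0.776 for the acute phase response, from 3.34e-09 to 0.892 for the male-biased genes, from 1.93e-04 to 0.776 for cholesterol synthesis, from 0.00169 to 0.776 for the clock and from 0.00303 to 0.776 for PPARA targets. The male-biased genes rested in part on the library labelled CV male 3, without which their adjusted p was 0.0405. Leaving out 1 library removed other calls. The clock no longer passed without CV male 1 (0.0863) or GF female 3 (0.151). Cholesterol synthesis no longer passed without GF male 2 (0.132), GF female 3 (0.441) or CV male 2 (0.0810). PPARA targets no longer passed without GF male 1 (0.0958), GF female 3 (0.287) or CV male 2 (0.237), or with the length and GC trend removed (0.0610). The median changes of the acute phase, cholesterol synthesis and PPARA sets were smaller in males. The clock genes had a median of 0.33 in males and -0.05 in females, and the male-biased genes -0.64 and 1.02. With the share of the 9 abundant loci as covariate, the acute phase response (0.0017) and the clock (0.00514) still passed, while cholesterol synthesis (0.588), male-biased genes (0.892) and PPARA targets (0.445) did not. Effects that are smaller in males may in part follow the read composition. The gap in the log2 share of the 9 abundant loci between the conditions in males was 0.538 of that in females, and for the mitochondrial ribosomal RNA share it was 0.462. The slope of male on female changes was 0.58 (0.62 without the library labelled CV male 3), and the ratio of their median absolute changes was 0.634. A difference in biology between the sexes stays open for these sets.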

How the results depend on the processing

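Choices listed before the data were examined kept the direction of all 28 named gene results and left them past the threshold. Of 1008 refits of these results, 24 no longer passed, all under the 2 covariate fits, which were added later, and 0 changed direction. Of 960 refits of gene set results, 60 lost the threshold and 71 gained it.

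The count of 7194 genes between conditions over both sexes was 4194 with a log2 change of at least 1 required, 12 with the share of the 9 abundant loci as covariate and 139 with the mitochondrial ribosomal RNA share as covariate. In males (3474 genes) the fits with these covariates called 115 and 372, of which 86 and 301 were among the 3474 in the same direction. In females (6572 genes) they called 0 and 3. With the first covariate, 2420 genes had an unadjusted p under 0.05 in limma over both sexes. How many of them are among the 7194 was not counted. These shares are confounded with the condition, and the fits with them gave larger standard errors. The loss of calls therefore does not show that the effects are gone. Without 1 library at a time, the counts ranged from 6601 to 7445 over both sexes, from 1604 to 3884 in males and from 5518 to 6964 in females. In males the count was 1604 without GF male 1, 2135 without GF male 3 and 2183 without CV male 1. Scaling moved the split of calls. In edgeR with library size only, 6026 were higher and 1943 lower over both sexes. In males, scaling to all reads gave 2824 higher and 788 lower, and scaling to reads outside the 9 loci gave 850 and 2263. In females the same scalings gave 5832 and 1119, and 1825 and 4683.

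For the interaction (0 genes), edgeR without a filter called 105, DESeq2 called 22 of the 627 genes left after its own filter on low counts, scaling to all reads called 11, and the fits without 1 library called from 0 to 291, with 291 without CV male 1 and 4 without the library labelled CV male 3. The cause was not tested.

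For the sex difference over both conditions (137 genes), edgeR without a filter called 350, DESeq2 268, the replicate block 355, the share of the 9 loci as covariate 206 and the mitochondrial share 216. The fits without 1 library gave from 90 (without GF male 3, and also without CV female 1) to 205. In GF livers (192 genes), upper quartile factors gave 105, library size only 1208, no filter 564, a mean count of at least 10 gave 124, DESeq2 429, voom 78, the replicate block 830, scaling to all reads 1393, and the covariates 99 and 105. The fits without 1 library gave from 49 to 716, with 49 without GF male 2 and 716 without GF female 2. Leaving out GF male 1, GF male 3, GF female 1 and GF female 3 gave 336, 76, 80 and 83, and leaving out CV male 1 and CV females 1, 2 and 3 gave 304, 123, 113 and 112. Scaling to all reads made 1349 genes higher and 44 lower in GF males, and scaling to reads outside the 9 loci made 72 higher and 70 lower. In CV livers (7 genes), edgeR gave 30 with TMM factors, 29 with median-of-ratios factors, 30 with upper quartile factors, 33 with library size only, 161 without a filter, 30 with at least 1 CPM in 3 libraries and 28 with a mean count of at least 10. DESeq2 gave 53, voom 25, the 6 CV libraries alone 0 (746 at an unadjusted p under 0.05), a pseudocount of 0.5 gave 4, scaling to all reads 17, scaling outside the 9 loci 4, trend removal 4, thinning 14 and the covariates 8 and 13. The fits without 1 library gave from 3 to 77, the highest without the library labelled CV male 3. It was 48 without CV male 1, 4 without GF male 1, GF male 2 or GF female 2, and 3 without GF male 3, CV male 2, CV female 1 or CV female 3. For the sex difference over both conditions, scaling to all reads made 123 genes higher and 43 lower in males, and scaling outside the 9 loci 68 and 65. The cause of these changes was not tested.

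With the replicate number as a block, 6827 genes were called over both sexes, 2603 in males, 6113 in females and 0 for the interaction. In the CV libraries, where the numbers paired the sexes, the block gave 24 genes, 21 with the length and GC trend removed as well and 53 with thinning.

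Of the 6 gene sets past the threshold over both sexes, camera with an estimated correlation called 0, and scaling to all reads and removal of the length and GC trend each called 4. With all reads the lipogenesis and female-biased sets no longer passed, and with the trend removed the CAR and PXR and female-biased sets did not. Without 1 library, 5 to 7 sets passed, with 5 without the library labelled CV male 3 and 5 without GF male 2. Condition accounted for 91.0% of the spread along component 1, for 87.4% over all genes tested and for 86.7 to 95.6% without 1 library. The median-of-ratios factors listed for gene sets are those of the deposited values, so they gave no separate result. The depth of GF libraries outside the 9 loci, from 1811042 reads, limits what can be said of low genes. Thinned to about the same number of reads outside the 9 loci, 6524 genes were called over both sexes. Thinning keeps the share of the 9 loci, so the total number of reads still differed.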

Other observations

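The refits over other splits of the samples and the tests of depth and of transcript length and GC content were set before their results were seen, and all other tests in this part afterwards.

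For the contrasts over all 4 groups, 200 splits were possible. Of these, 100 were run, the labelled one and a random draw of the others. Among the 100 run that exchanged conditions within each sex, 1, the labelled one, gave as many genes as the 7194 called over both sexes. The next largest gave 6032 genes and corresponds to exchanging the libraries labelled GF male 2 and CV male 2. In males 1 of 10 splits and in females 1 of 10 gave as many genes as the labelled split, and 10 splits cannot give a share under 0.05. For the interaction all 100 splits reached its 0 genes, which any split must, so the splits cannot test it. For the sex difference over both conditions 2 of 100 splits gave as many genes. The split that exceeded the labelled one exchanged the libraries labelled CV male 3 and CV female 2 and called 145 genes. In GF livers 1 of 10 splits and in CV livers 1 of 10 gave as many genes as labelled. The other CV splits, those that part all 3 numbered pairs among them, each gave 0 genes.

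Several technical explanations of the many genes called between conditions were weighed. A lower number of reads outside the 9 loci in GF libraries as the whole cause is argued against by thinning to about the same number of such reads. After it, 86.7% of the 7194 genes were called in the same direction. The total number of reads still differed after thinning, which keeps the share of the 9 loci. Changes correlated with transcript length across genes (rho = -0.411) and less with GC content (0.143). With both trends removed, 74.2% of the genes remained in the same direction, which argues against these trends as the whole cause. A gradient in RNA quality or in ribosomal reads could not be settled. If it were the cause, libraries of 1 group that differ in the share of the 9 loci would differ from each other in the same genes as GF from CV libraries of the other sex, with a correlation above 0 in all 4 groups. This was not met. Across genes, the correlations were 0.459 for GF males and 0.524 for CV males, but -0.158 for GF females and -0.115 for CV females. Between the libraries labelled CV male 1 and CV male 2 alone, it was 0.586. With 3 libraries per group and the share confounded with condition, this gradient and an effect of microbes cannot be told apart.

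Nuclear-retained RNAs were higher in GF livers. Malat1 averaged 78762 ± 12700 (SD, n = 3) in GF males and 9890 ± 6945 (SD, n = 3) in CV males. In a list of such RNAs written after Malat1, Neat1 and Kcnq1ot1 had been seen, 9 of 9 tested were called lower in CV (median log2 change -2.65). The 6 others, Snhg11, Tug1, Airn, Firre, Ftx and Jpx, had a median of -1.87, and 0 of 10000 random lists of 6 protein-coding genes with lengths from 1375 to 6719 bases were as low. Long transcripts in general were also higher in GF livers, with a median of -0.83 in the 1164 protein-coding genes with the longest transcripts. With the trends on length and GC content removed, the 6 RNAs had a median of -1.96 and 5 were called lower in CV, which argues against the length trend as the whole cause for these 6. Kcnq1ot1, which is not among them, went from -3.86 to -0.86 with the trends removed. A higher share of nuclear RNA, for technical or biological reasons, stays open and was not tested.

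Hemoglobin transcripts were higher in GF livers, with a log2 change of -2.28 in CV for Hba-a1 and -2.23 for Hbb-bs. The blood list had 7 of 10 genes tested (median -2.23, 5 called lower). If more blood in the GF samples were the cause, Alas2, another red cell transcript, would be lower in CV too. It changed by -0.452 (limma adjusted p = 0.511), with -0.09 in males and -0.81 in females, where Hbb-bs changed by -1.40 and -3.05. The mean value of Alas2 rose from 365 in GF males to 547 in CV males and fell from 400 to 141 in females, and Slc4a1 was below the filter, so blood content and other causes cannot be told apart for these genes.

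Lymphocyte markers were higher in GF livers, with 13 of 15 tested genes called lower in CV (median -1.53). Nkg7, Ighm and Igkc were the most abundant of them. Myeloid markers moved the other way, with 8 of 13 called higher in CV (median 0.840; Clec4f, Lyz2 and Cd5l were the most abundant). This argues against a lower share of hepatocytes in GF samples as the cause of both, and the medians of the lymphocyte and myeloid lists kept their signs under each of the 4 scalings compared. A change in the lymphocytes themselves stays open. The hepatocyte list had a median of 0.843 with 10 of 15 genes called higher in CV. The gallbladder and bile duct list had a median of 0.281 over 7 genes (-0.148 when scaled to reads outside the 9 loci), the adipose list -0.451 over 3 genes (0.104 when scaled to all reads), and the exocrine pancreas list 1 tested gene, Cela1, with 1.30. No gene of these lists is in the hepatocyte list.

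The value of mt-Co1 in the library labelled CV female 3 was 4646, against 34351 to 298385 in the other 11 libraries. It was 0.129 of the mean of the other CV females. For 6 other mitochondrial protein-coding genes the ratio lay between 0.944 and 1.29, which argues against less mitochondrial RNA in that library. A further 6 of the 13 mitochondrial protein-coding genes had at most 2 reads in any library, which concerns reads that the counting may have left out. Near-identical copies of mitochondrial sequence in the nuclear genome were not analysed here, and no biological explanation of the mt-Co1 value was tested.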
